# Single-Cell Characterization of Hepatic CD8^+^ T Cells in a Murine Model of Primary Biliary Cholangitis

**DOI:** 10.3389/fimmu.2022.860311

**Published:** 2022-04-20

**Authors:** Yichen Han, Zhen-Hua Bian, Si-Yu Yang, Cheng-Bo Wang, Liang Li, Yan-Qing Yang, Aftab A. Ansari, M. Eric Gershwin, Xiaofeng Zeng, Zhe-Xiong Lian, Zhi-Bin Zhao

**Keywords:** primary biliary cholangitis, CD8^+^ T cells, single-cell sequencing, TCR repertoire, liver

## Abstract

Primary biliary cholangitis (PBC), an organ-specific autoimmune disease, is characterized by injury to small bile ducts, inflammatory cell infiltrates within the liver, progressive cholestasis, and in some cases, cirrhosis with unclear pathogenesis. We aimed to clarify the importance role of hepatic immunce cells in the pathogenesis of human and experimental PBC.The dominant-negative TGFβ receptor type II transgenic (dnTGFβRII) mice, a well-studied and established murine model of PBC were used to identify changes of immune cells, especially the pathogenic CD8^+^ T cells. The high-throughput single-cell RNA sequencing technology were applied and found functional heterogeneity among the hepatic CD8^+^ T cells subsets in dnTGFβRII mice. CD8^+^ T cells were confirmed the key cells leading to the pathogenesis of PBC in dnTGFβRII mice, and identified the terminally differentiated CD8αα T cells and CD8αβ T cell subsets in the liver of dnTGFβRII mice. While terminally differentiated CD8αα T cells have higher cytokine production ability and cytotoxicity, the terminally differentiated CD8αβ T cells retain their proliferative profile. Our work suggests that there are developmental and differentiated trajectories of pathogenic CD8^+^ T cell subsets in the pathogenesis of PBC. A further clarification of their roles would be helpful to our understanding of the pathogenesis of PBC and may potentially lead to identifying novel therapeutic modalities.

## Introduction

Primary biliary cholangitis (PBC) is a chronic, destructive, autoimmune and cholestatic liver disease that predominantly affects middle-aged women. Results of studies so far suggest that there is a breakdown of immune tolerance in the liver of PBC patients that leads to the targeting of small-medium bile ducts which is accompanied by portal inflammation and progressive cholestasis (1, 2). The major symptoms of PBC are fatigue and itching. Development of PBC is hypothesized to be due to a combination of genetic risk factors and environmental triggers, also cellular, immunological and physiological response to biliary injury (3). Epidemiology results showed that PBC is strongly associated with recurrent urinary tract infection and 48% of PBC patients had prior recurrent urinary tract infections vs 31% of controls (4). Although, ursodesoxycholic acid (UDCA) has been approved by FDA as a first-line treatment for PBC patients, approximately 40% of patients fail to respond to UDCA treatment, leading to liver fibrosis and cirrhosis that ultimately results in liver transplantation as being the only therapeutic option (5). The lack of response to UDCA is mainly attributed to our lack of an understanding of the mechanism of the pathogenesis of this disease (6). Previous studies indicate that PBC is most likely a result of a combination of genetic susceptibility and environmental factors (7). Histological and phenotypic studies have reported that there are significant changes in the lineages of T cells (8), B cells (9), DCs (10), NK cells (11, 12) and monocytes/macrophages (13, 14), both in the liver and peripheral blood of patients with PBC. One of the highlights of these studies has been the identification of PDC-E2-specific autoreactive cytotoxic T lymphocytes uniquely present in liver tissues of PBC patients (8). However, the detailed immunological mechanism of PBC remains elusive.

The dnTGFβRII (TG) mice is a well-established murine model of human PBC with transgenic expression of a dominant negative form of human TGF-β receptor type II under the control of the mouse CD4 promoter, which leads to the blockade of TGFβ signaling pathway in CD4^+^ T and CD8^+^ T cells (15). The TG mice have been used as an autoimmune cholangitis murine model for exploring the pathogenesis of the disease including the natural history of PBC (16). Utilizing this murine model of human PBC, we have previously documented a major role for CD8^+^ T cells in the pathogensis of PBC by performing adoptive transfer experiments. Thus, the adoptive transfer of CD8^+^ T cells from TG to normal mice led to signficant damage to the small-medium size bile ducts, a hallmark of human PBC (17). These findings led to a series of subsequent studies that were focused on the fine characterization of these CD8^+^ T cells (18–20). Since all the data that we have so far obtained using the TG model and studies of tissues from PBC patients suggest a vital role of CD8^+^ T cells in the pathogenesis of PBC, in the present study, we used single-cell RNA sequencing (scRNA-seq) of liver CD8^+^ T cells to move this field forward. Results of the studies reported herein show that there is a subpopulation CD8αα T cells that may play a unique role in the pathogenesis of PBC. We submit that these findings may be helpful in the discovery of novel therapeutic interventions in the future.

## Materials and Methods

### Mice

C57BL/6 mice (B6) were purchased from Hunan SJA Laboratory Animal Co., LTD (Hunan, China). TG mice (B6. Cg-Tg (Cd4-TGFBR2)16Flv/J, TG) were initially purchased from the Jackson Laboratory (Bar Harbor, Maine, USA) and housed at the University of California at Davis and then transported to South China University of Technology, Guangzhou, China. CD1d^-/-^ mice were kindly provided by Prof. Li Bai (University of Science and Technology of China). All mice were housed in individually ventilated cages under specific pathogen-free conditions in a controlled environment (20°C-26°C, 40%-70% humidity, and a 12-h day/night cycle). All animal experimental protocols were performed according to the Guide for the Care and Use of Laboratory Animals and approved by the Ethics Committee on Animal Use at South China University of Technology.

### Hepatic Mononuclear Cells Preparation

8 to 9 week old TG and B6 mice were sacrificed, and hepatic mononuclear cells (HMNCs) were prepared as previously described (21) with minor adjustment. Briefly, liver tissues were homogenized in phosphate-buffered saline (PBS) containing 0.2% bovine serum albumin (BSA) and passed through a steel mesh. Liver mononuclear cells were isolated from hepatocytes through centrifugation with 40% Percoll (GE Healthcare, Little Chalfont, UK) at room temperature, followed by removal of red blood cells using Red Blood Cell Lysis Buffer (Beyotime, Shanghai, China). Cells were counted and confirmed for viability using trypan blue.

### Flow Cytometry and Cell Sorting

For cell surface marker staining, single-cell suspensions were incubated with anti-mouse CD16/32 (BioLegend, San Diego, CA, USA) at 4°C for 15 min for FcR blocking, and then incubated with a variety of fluorochrome-conjugated antibodies at 4°C for 20 min. The fluorochrome conjugated antibodies utilized included anti-CD44 FITC (IM7), anti-CD62L PerCP-Cy5.5 (MEL-14), anti-NK1.1 PE-Cyanine7 (PK136), anti-CD3 APC-Cyanine7 (17A2), anti-KLRG1 APC (2F1/KLRG-1), anti-CD3 Brilliant Violet 421™ (17A2), anti-CD8β Alexa Fluor^®^ 700 (YTS156.7.7), anti-NK1.1 PE-Cyanine5 (PK136), anti-CD8α Brilliant Violet 785™ (53-6.7), anti-CD44 Alexa Fluor^®^ 647 (IM7), anti-CD44 Brilliant Violet 711™ (IM7), anti-TIGIT APC (1G9), anti-CD38 APC-Cyanine7 (90), anti-CD73 PE-Cyanine7 (TY/11.8), anti-CD69 PE-Dazzle™ 594 (H1.2F3), anti-CD4 PE (GK1.5), anti-CD8α PE-Cyanine7 (53-6.7), anti-NK1.1 APC (PK136) and anti-CD8α FITC (53-6.7) that were all purchased from BioLegend, Inc (San Diego, CA). Anti-CD4 BUV563 (GK1.5), anti-CD45.2 V500 (104), anti-CD4 Brilliant Violet 510™ (RM4-5) and anti-CD62L BUV737 were purchased from BD Biosciences (San Jose, CA, USA). The Brilliant Violet 421™ and PE (PBS-57 loaded) conjugated anti-CD1d-tetramer reagents were kindly provided by the U.S. NIH Tetramer Core Facility, Bethesda, MD). After incubating, washing, and resuspending, the cells were analyzed using the BD LSRFortessa or BD Verse and the purified cell populations were isolated using the FACS Aria SORP cell sorter system (BD Biosciences). Original data were analyzed by FlowJo software (V10.7.2), Tree Star, Ashland OR.

### Adoptive Transfer

Splenic and hepatic CD8^+^ T cells were isolated from 8-9 week old TG mice and transferred into Rag1^-/-^ mice as described (17). Briefly, splenic, and hepatic CD8^+^ T cells were purified from mononuclear cells respectively by positive selection whereby the cells were first incubated with FITC-CD8α followed by incubation with anti-FITC microbeads(Miltenyi Biotec, Bergisch Gladbach, Germany). Splenic naïve CD8^+^ T cells, central memory CD8^+^ T cells and effector memory CD8^+^ T cells were isolated from TG mice using standard cell sorter techniques. 1×10^6^ cells of each population were transferred into Rag1^-/-^ mice by intravenous injection.

### Multi-Color Immunohistochemistry

The livers from 8-9 weed old TG and B6 mice were fixed with 4% paraformaldehyde and embedded in paraffin. These liver paraffin blocks were cut into 4 μm sections and adhered onto glass slides. The paraffin sections were placed in a 60°C oven for 2 hours before deparaffinization in xylene followed by successive sequential rehydration in 100%, 95%, 80%, 70% alcohol. Antigen was retrieved by 0.01 mol/L citric acid sodium citrate buffer (pH 6.0) at high temperature using a research microwave oven for 7-8 min followed by incubation at low temperature for 15 min. Endogenous peroxidase was inactivated by incubation in 3% H_2_O_2_-methanol for 10 min. After blocking nonspecific staining using 10% goat serum for 20 min, the sections were incubated with primary antibodies in a humidified chamber at 4°C overnight, avoiding light. Following incubation with horseradish peroxidase (HRP) and tyramide signal amplification (TSA) the next day, antigen retrieval was performed by incubation with citric acid buffer and repeating the above process. The primary panel antibodies and IHC metrics used were: 520nm-CD8α (1: 100, 70306, CST), 620nm-CD8β (1:100, ab228965, Abcam), 690nm-CK19 (1:3000, ab52625, Abcam), and DAPI (Beyotime). Slides were imaged with Vectra^®^ Polaris™ Automated Quantitative Pathology Imaging System (Akoya Biosciences) and quantified by inform 2.4.8 software (Akoya Biosciences).

### RNA Isolation and Sequencing

CD8αα and CD8αβ T cells were sorted using FACS Aria SORP sorting system, lysed and stored in Trizol reagent (Invitrogen, USA) at -80°C for RNA isolation and subsequent RNA sequence. For bulk RNA sequencing, RNA was extracted from these two lineages of cells according to the RNeasy MinElute Cleanup Kit (74204, QIAGEN)’s protocol. RNA-sequencing data sets were deposited into the Gene Expression Omnibus of the NCBI under accession number GSE186399.

### Oligo Conjugated Anti-Mouse Antibodies

Aliquots of 2 × 10^5^ hepatic mononuclear cells were stained with 1 µL of a combination of the following oligo conjugated anti-mouse antibodies (AMM2032-CD103, AMM2008-CD11c, AMM2069-CD122, AMM2095-CD137, AMM2033-CD138, AMM2003-CD16/32, AMM2097-CD172a, AMM2047-CD184, AMM2061-CD197, AMM2104-CD200, AMM2048-CD223, AMM2057-CD23, AMM2040-CD24, AMM2024-CD279, AMM2016-CD28, AMM2036-CD335, AMM2084-CD357, AMM2103-CD366, AMM2051-CD41, AMM2041-CD43, AMM2010-CD44, AMM2014-CD45.2, AMM2006-CD45R, AMM2050-CD49a, AMM2034-CD49b, AMM2075-CD49d, AMM2043-CD5, AMM2018-CD62L, AMM2022-CD69, AMM2059-CD71, AMM2044-CD90.1, AMM2035-CD90.2, AMM2030-CD95, AMM2096-CD9, AMM2009-Ly6G, AMM2021-TCRβ, AMM2028-TER, AMM2087-TIGIT, AMM2007-CD19, AMM2067-CD1d, AMM2012-CD25, AMM2001-CD3, AMM2002-CD4, AMM2049-IgD, AMM2031-IgM, AMM2017-NK1.1, AMM2066-TCRVα2, AMM2092-TCRVβ5.1-5.2, and AMM2077-CD8β).

### Single Cell Capture, cDNA Synthesis and Library Preparation

Single-cell capture was achieved by Poisson distribution of a single-cell suspension across >200,000 microwells (BD Rhapsody™). Beads with oligonucleotide barcodes were added to saturation to pair with the beads with the cells in the microwells. Cell-lysis buffer was added to lyse the cell to allow barcode conjugated beads to capture poly-adenylated molecules, including mRNA, AbSeq targets and sample tag. Reverse transcription was performed on beads for WTA and AbSeq and Sample Tag Library Preparation. Finally, the library was sequenced using Novaseq platform (Illumina, San Diego, CA) on a 150 bp paired-end run.

### Singe-Cell RNA Sequencing Data Analysis

The raw sequencing data of gene expression and extracellular protein expression were aligned with the mm10 mouse reference genome, using STAR algorithm in BD Rhapsody analysis pipeline (version 1.9.2β, BD). A data matrix with 13,577 features (including 13,528 genes and 49 proteins) and 11,929 cells was obtained after filtering. The data matrix was transformed as a seurat object with Seurat package (version 4.0.1). The batch between the datasets was removed with CCA in Seurat package. Clustering was used to identify subsets within immune cells. Pseudotime analysis was performed using the monocle R package (version 2.18.0) with normalized data to deduce the relationship among cell subsets. Raw sequencing datasets were deposited into the Gene Expression Omnibus of the NCBI under accession number GSE186333.

### TCR Repertoire Analysis

To analyze the TCR repertoire from the RNA sequencing data, the TCR repertoire dataset was determined by MixCR (version 3.0.12) and imported into R language (Version 4.0.1) to calculate percentage and TCR repertoire diversity.

### Statistical Analysis

All data are presented as mean ± SD, except for special instructions. Statistical analysis was performed by a two-tailed unpaired Student’s t test in GraphPad Prism. P < 0.05 was considered statistically significant differences (*, P < 0.05; **, P < 0.01; and ***, P < 0.001).

## Results

### CD8^+^ T Cells Are the Key Cells Leading to the Pathogenesis of PBC in the TG Mouse Model

In efforts to confirm previous findings and to provide baseline data for the current study, the adoptive transfer studies were repeated. Thus, adoptive transfer of splenic CD8^+^ T cells from TG mice induced autoimmune cholangitis in Rag1^-/-^ mice (**Figure 1A**). In efforts to narrow down the subset of CD8^+^ T cells involved, we isolated naïve CD8^+^ T cells (Tnaive, CD44^-^CD62L^+^), central memory CD8^+^ T cells (Tcm, CD44^+^CD62L^+^) and effector memory CD8^+^ T cells (Tem, CD44^+^CD62L^-^), and transferred them to Rag1^-/-^ mice respectively (**Figure 1B**). Of interest was the finding that while all three CD8^+^ T cell subsets induced autoimmune cholangitis, liver inflammation and liver infiltration of CD8^+^ T cells was the mildest in the group that were recipients of splenic CD8^+^ Tem cells (**Figures 1C–F**). To further confirm the pathogenic role of CD8^+^ T cells in PBC, we demonstrated that adoptive transfer of hepatic CD8^+^ T cells from TG mice also induced autoimmune cholangitis in Rag1^-/-^ mice (**Figure 1G**).

**Figure 1:**
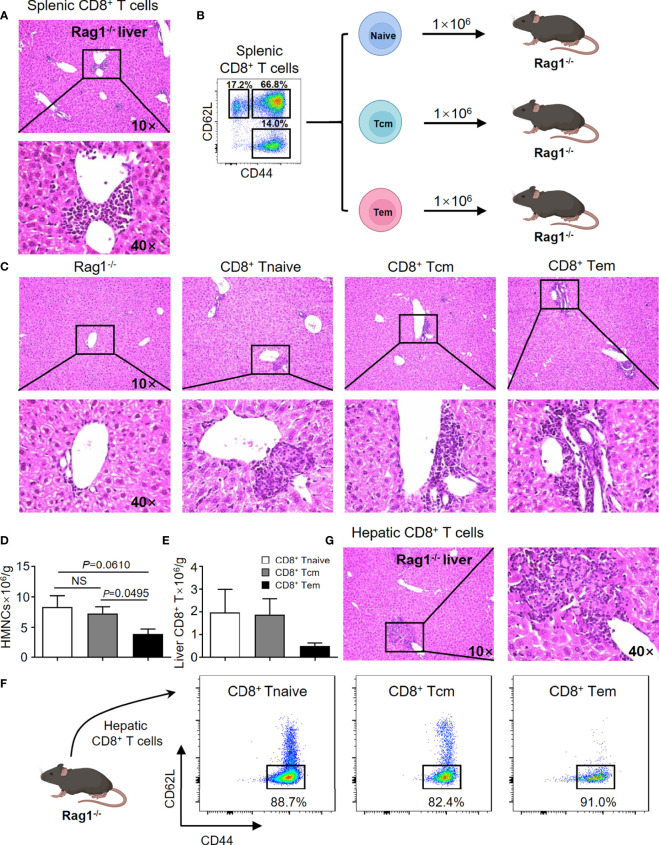
CD8^+^ T cells are the key cells leading to the pathogenesis of PBC in the TG murine model. **(A)** Representative H&E staining of liver sections of Rag1^-/-^ mice that were recipients passively transferred splenic CD8^+^ T cells from TG mice. **(B)** Schematic representation of the adoptively transferred splenic CD8^+^ T subpopulations into Rag1^-/-^ mice. **(C)** Representative H&E staining of liver sections of Rag1^-/-^ mice that were recipients of passively transferred splenic CD8^+^ T subpopulations from TG mice. **(D)** Number of hepatic mononuclear cells of recipients, data are presented as mean ± SEM. **(E)** Number of hepatic CD8^+^ T cells of recipients, data are presented as mean ± SEM. **(F)** Representative components of hepatic CD8^+^ T cells of Rag1^-/-^ mice that were recipients of passively transferred splenic CD8^+^ T cells from TG mice. **(G)** Representative H&E staining of liver sections of Rag1^-/-^ mice that were recipients of passively transferred hepatic CD8^+^ T cells from TG mice. NS, No significance.

### Single-Cell Multi-Omics Analysis of Hepatic Immune Cells in TG and WT Mice

We next isolated highly enriched subpopulations of immune cell populations from the livers from TG and WT mice and performed single-cell RNA sequencing that included the identification of surface proteins uniquely expressed by each cell subset and mRNA expression simultaneously. In summary, we obtained a total 11,929 CD45^+^ hepatic immune cells, and detected the expression levels of 13,528 genes and 49 proteins (**Figure 2A**). Based on the surface protein and mRNA expression profiles (**Figure 2B**), we divided CD45^+^ cells into 12 cell subtypes. The subtypes included CD8αα T cells (CD3, *Cd8a*), CD8αβ T cells (CD3, CD8β, *Cd8a*), CD4 T cells (CD3, CD4), NKT cells (CD3, NK1.1), NK cells (NK1.1), and B cells (CD19) (**Figure 2C**). We then focused on CD8^+^ T cells and split the merged t-SNE plot by sample into WT and TG mice (**Figure 2D**). The percentage of hepatic CD8^+^ T cells was higher in TG mice than the WT mice (**Figure 2E**).

**Figure 2:**
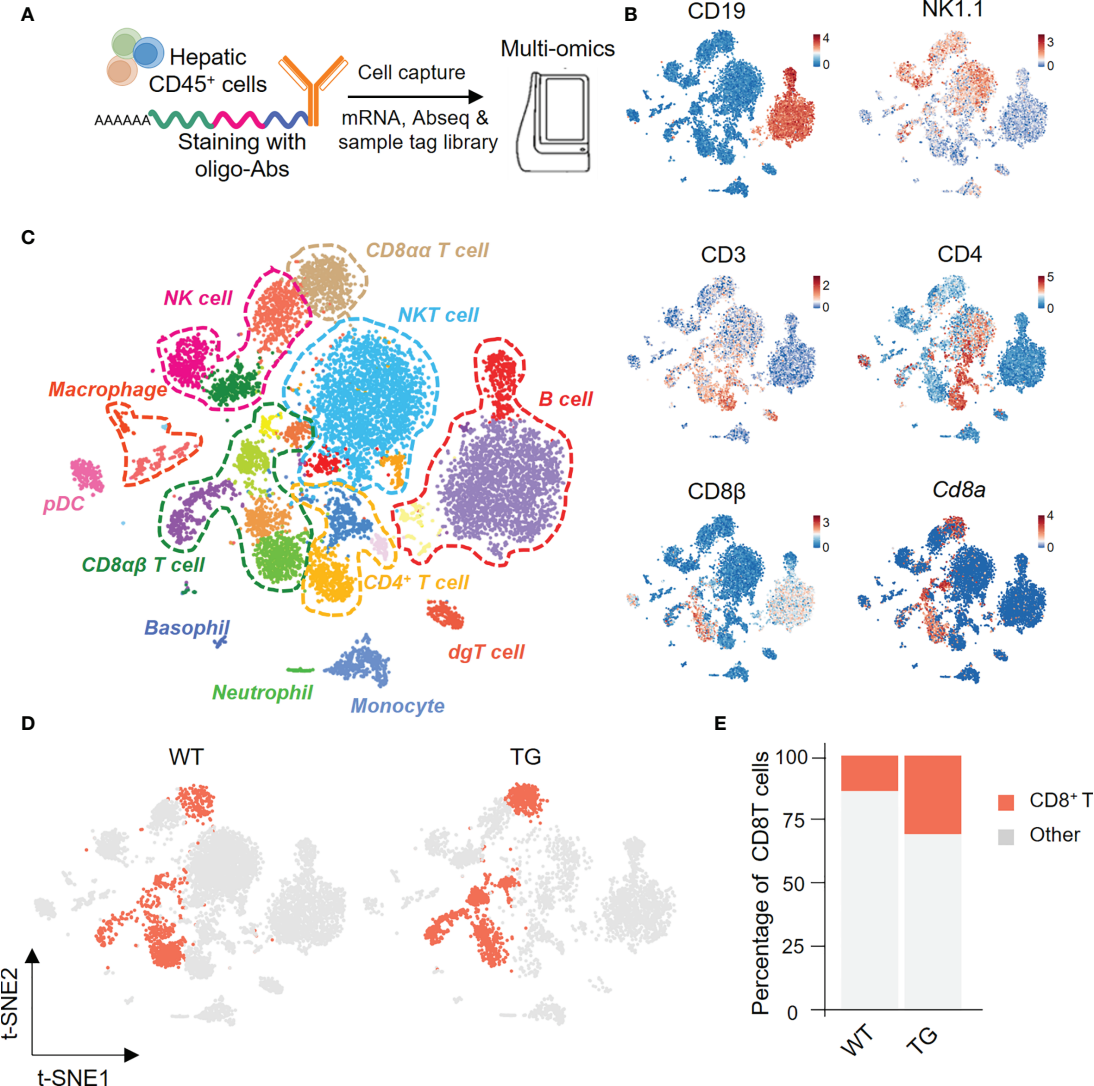
Single-cell multi-omics analysis of hepatic immune cells from TG and control mice. **(A)** Schematic representation of the workflow for single cell preparation, labels for antibodies, cell capture and library preparation. **(B)** The immune cell subsets identified with a combination of antibodies and genes, include CD19, NK1.1, CD3, CD4, CD8β and Cd8α. **(C)** Merged t-SNE plots of twelve immune subsets in livers of WT and TG mice. **(D)** CD8^+^ T cells from WT and TG mice highlighted with Split t-SNE plots. **(E)** Percentage of CD8^+^ T cells in WT and TG mice.

### Differential Gene Expression Profile of Hepatic Effector Memory CD8^+^ T Cells

We divided CD8^+^ T cells into CD8**^+^** Tnaive cells, central memory CD8**^+^** T cells (CD8^+^ Tcm cells) and effector memory CD8**^+^** T cells (CD8^+^ Tem cells) according to their functional gene expression profiles (**Figure 3A**). The percentage of CD8^+^ Tem cells was higher in the liver of TG mice than the WT mice (**Figure 3B**). The expression patterns of the top 20 upregulated cell type-specific genes and correlation analysis showed that CD8^+^ Tem cells have unique gene expression profiles (**Figures 3C, D**). In addition, CD8^+^ Tem cells from both WT and TG mice expressed higher relative levels of immune checkpoint molecules and pro-inflammatory cytokines than CD8^+^ Tnaive cells and CD8^+^ Tcm cells (**Figure 3E**). Moreover, several immune checkpoint molecules such as Ctla4, Tigit, Havcr2, and Pdcd1 were more downregulated in CD8^+^ Tem cells from TG mice than WT mice. Importantly, Gene Ontology (GO) analysis showed that CD8^+^ Tem cells from the liver of TG mice express a relatively higher level of cell activation-related genes, including genes involved in leukocyte cell-cell adhesion, positive regulation of cell adhesion and positive regulation of defense response (**Figure 3F**). GSEA analysis showed that the IFN-α response of CD8^+^ Tem cells was significantly higher in TG mice than WT mice, which suggests the presence of an auto-immune environment in the liver of TG mice. The PI3K-AKT-mTOR signaling pathway was highly enriched in CD8^+^ Tem cells of TG mice, indicating that these cells maintained a proliferating status. These observations, to some extent, explain the increase of these CD8^+^ Tem cells in the liver of TG mice (**Figure 3G**).

**Figure 3:**
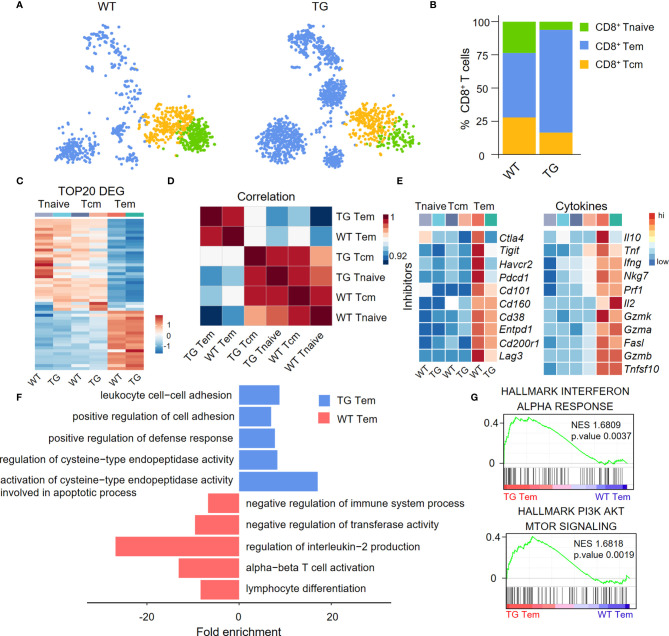
Characterization of liver CD8^+^ Tem cells in TG mice. **(A)** CD8^+^ T cell subpopulations from WT and TG mice, including naïve CD8**^+^** T cells, central memory CD8**^+^** T cells and effector memory CD8**^+^** T cells, shown with split t-SNE plots. **(B)** Percentage of CD8^+^ T subpopulations of WT and TG mice. **(C)** Scaled average expression of the top 20 upregulated differentially expressed genes for each CD8^+^ T subpopulations. Individual cells are represented on the horizontal axis and grouped by cluster. **(D)** The correlation analysis of average gene expression among CD8^+^ T subpopulation of WT and TG mice. **(E)** Scaled average expression of inhibitory checkpoint molecules and cytokines by CD8^+^ T subpopulations from WT and TG mice. **(F)** GO analysis of the upregulated genes in effector memory CD8**^+^** T cells of WT and TG mice. **(G)** GSEA analysis of Interferon-α response and PI3K-AKT-mTOR signaling for effector memory CD8**^+^** T cells between TG and WT mice. The normalized enrichment score (NES), original p value and FDR adjusted p values (q.value) are displayed.

### Functional Heterogeneity of Effector Memory CD8^+^ T Cell Subsets in the Liver of TG Mice

We further dissected CD8^+^ Tem cells into different subsets in efforts to identify the pathogenic clusters that maybe potentially involved in PBC. Uniform Manifold Approximation and Projection (UMAP) analysis identified five subpopulations within CD8^+^ Tem cells from the liver of TG mice. Among these five subpopulations, the highest percentage were the CD8αα T cells (**Figures 4A, B**). Heatmap revealed differences in the gene expression profile among subsets of CD8^+^ Tem cells (**Figure 4C**). GO analysis showed that the up-regulated genes in CD8αα T cells and the CD8αβ T cells are enriched in functions associated with immune cell activation, lymphocyte differentiation and positive regulation of cytokine production (**Figure 4D**). Pseudotime analysis showed that hepatic CD8^+^ Tem cells display a distinct differentiation trajectory, that includes the terminally differentiated CD8αα T cells and terminally differentiated CD8αβ T cells (**Figure 4E**).

**Figure 4:**
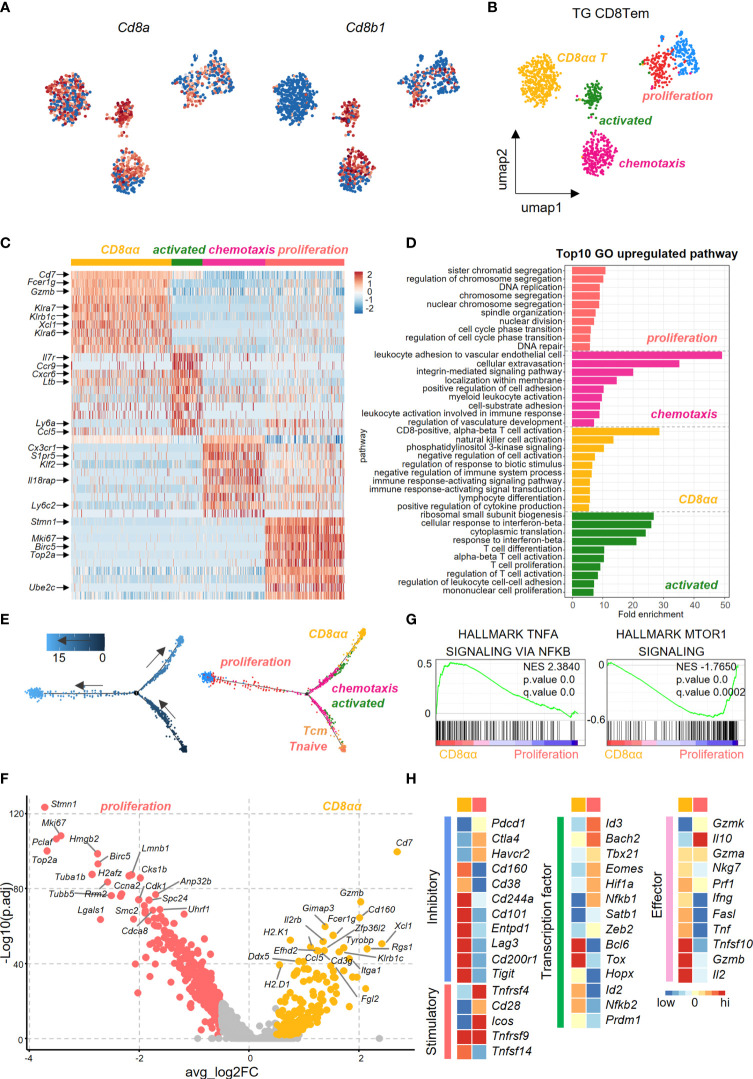
Transcriptional profiling of liver effector memory CD8^+^ T cells using scRNA-seq. **(A)** Normalized expression of *Cd8a* and *Cd8b1* in effector memory CD8**^+^** T cells of TG mice. **(B)** UMAP plot shows the five subpopulations of effector memory CD8**^+^** T cells in TG mice. **(C)** Scaled average expression of the top 10 upregulated differentially expressed genes for each effector memory CD8^+^ T subpopulations of TG mice. Individual cells are represented on the horizontal axis and grouped by cluster. **(D)** GO analysis of the upregulated genes in effector memory CD8^+^ T subpopulations of TG mice. **(E)** Pseudotime analysis showed the differentiation trajectory of CD8^+^ T subpopulations from TG mice. Cells on the tree are colored by pseudotime (left) and subpopulations (right). **(F)** Volcano plot displayed the DEGs between CD8αα and proliferation effector memory T cells with the labelling of key significant genes. Colorized entities represent passing the filter of p_val_adj < 0.01 and ave_log2FC > 0.5 (< -0.5) with golden (jacinth) gradient on ave_log2FC values. **(G)** GSEA analysis of TNFα-NFκB signaling and mTOR1 signaling between CD8αα and proliferation effector memory T cells. The normalized enrichment score (NES), original p value and FDR adjusted p values (q.value) are shown. **(H)** Scaled average expression of inhibitory and costimulatory checkpoint molecules (left), transcription factor molecules (middle) and effector molecules (right) for CD8^+^ T sub-population of CD8αα and proliferation effector memory T cells.

As seen in **Figure 4F**, the volcano plot showed that there were differentially expressed genes (DEGs) between CD8αα Tem and proliferating CD8αβ Tem cells. Effector function genes such as *Cd7, Gzmb, Klra6/7, Klrb1c* were upregulated in CD8αα T cells, which indicates that these cells have a cytotoxicity profile (**Figure 4F**). Moreover, while the TNFα-NFκB signaling pathways were enriched in CD8αα T cells, the mTOR1 signaling pathways were enriched in the proliferating CD8αβ Tem cells (**Figure 4G**). In addition, while the CD8αα T cells showed enrichment for inhibitory checkpoint molecules and cytokines, the proliferating CD8αβ Tem cells were more enriched for co-stimulatory checkpoints (**Figure 4H**).

### Flow Cytometric Profiles of Hepatic Terminally Differentiated CD8αα T Cellsin TG Mice

We used flow cytometry to analyze the hepatic CD8^+^ T cells from TG and WT mice (**Figure 5A**). The results demonstrated that CD8^+^ T cells and CD8^+^ Tem cells are significantly increased in the liver of TG mice (**Figures 5B, C**), which is consistent with the scRNA-seq data. Furthermore, the percentage of CD8αα T cells was much higher in the liver tissues from TG mice than WT mice (**Figure 5D**), and almost all CD8αα T cells were effector memory T cells. In addition, we detected the expression of molecules such as KLRG1, CD69 and CD38 related to CD8^+^ T cell activation that was highly expressed on CD8αα T cells of TG mice (**Figures 5E**–**G**), while the expression of CD73 was decreased (**Figure 5H**). We further confirmed the presence of CD8αα T cells in liver of dnTGFβII mice *via* multiplex immunohistochemistry (**Figure 5I**). Finally, we demonstrated that these cells are not NKT cells, and their development was independent of the CD1d molecule (**Figure 5J**).

**Figure 5:**
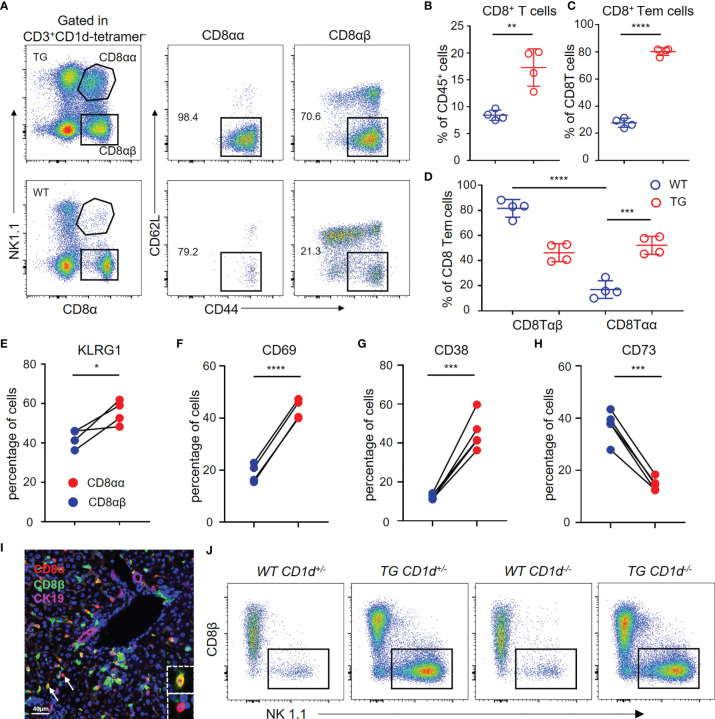
Hepatic CD8αα T cells in TG mice are terminally differentiated T cells. **(A)** Gating strategy used for flow cytometric examination of the percentage of CD8^+^ T cells sub-populations. **(B–D)** Percentage of CD8^+^ T cells, effector memory CD8**^+^** T cells and CD8αβ/CD8αα effector memory T cells in WT (n = 4) and TG mice (n = 4). **(E–H)** Frequency of CD8αβ and CD8αα T cells in TG mice that express KLRG1 (n = 4), CD69, CD38, and CD73 (n = 5). **(I)** Representative multiplex immunohistochemistry staining of CD8αα T cells in liver from TG mice for CD8α, CD8β and CK19 scale bar, 40 μm. **(J)** Representative FACS plot showing the percentage of NK1.1^+^ and CD8β^-^ CD8αα^+^ T cells within the CD3^+^CD1d-tetramer^-^ cells from the different groups of mice that included WT-CD1d^+/-^, TG-CD1d^+/-^, WT-CD1d^-/-^ and TG-CD1d^-/-^ mice. *, P<0.05; **, P<0.01; ***, P<0.001; ****, P<0.0001.

### TCR Repertoire Diversity of CD8αα and CD8αβ T Cells in the Liver of TG Mice

TCR repertoire analysis provides data on the degree of clonal diversity of T cells and thus a measure of the potential ability of the T cells to respond to the number of antigens. The stimulation of antigens leads to the expansion of antigen-specific T cell clones. To compare the TCR repertoire diversity of hepatic CD8αα and CD8αβ T cells, we performed bulk RNA-seq to track the TCR clonotypes in TG mice. 

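RNA from CD8αα and CD8αβ T cells sorted from the liver of TG mice, which carry a dominant-negative TGF-β receptor II, was sequenced in bulk, with 1 library for each cell type and no replicates. The authors assembled receptor clonotypes from the reads with MiXCR (version 3.0.12), a program that finds V, J and CDR3 sequences within sequencing reads, and deposited the number of reads counted for each clonotype and its fraction of all reads listed for that library. The sample labels give an age of 10 weeks for both samples, and the paper's methods give 8 to 9 weeks for the TG mice from which hepatic mononuclear cells were prepared. The CD8αα library listed 940 clonotypes with 6133 reads over all T cell receptor and immunoglobulin chains, and the CD8αβ library listed 1568 clonotypes with 3215 reads. Of these, 337 clonotypes with 2995 reads in CD8αα T cells and 915 clonotypes with 1850 reads in CD8αβ T cells had both a TCR β-chain V segment and a TCR β-chain J segment as best hits. These TCR β-chain clonotypes, each a nucleotide CDR3 sequence with its best V and J hits, were used for the percentages and indices. No listed CDR3 had a stop codon or a frameshift. The clone numbers in the lists skipped 283 values in CD8αα T cells and 206 values in CD8αβ T cells, so other clonotypes had been numbered but were not listed. The smallest share that 3 reads can show was 0.1002% of the TCR β-chain reads of CD8αα T cells and 0.162% of those of CD8αβ T cells. No molecular identifiers are described, so reads are not independent molecules, and the 95% Wilson confidence intervals and these floors cover counting error only. With 1 library for each cell type, every test on reads or clonotypes compares these 2 libraries and not the conditions, and no difference has a replicate check.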

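The largest TCR β-chain clonotype of CD8αα T cells paired TRBV16 with TRBJ2-1, had the CDR3 amino acid sequence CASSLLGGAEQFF (nucleotide sequence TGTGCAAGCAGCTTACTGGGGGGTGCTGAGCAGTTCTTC) and held 663 reads, which was 22.1% of the TCR β-chain reads (95% confidence interval 20.7 to 23.7). It was followed by TRBV5-TRBJ2-7 with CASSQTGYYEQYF at 7.71% (6.81 to 8.72), TRBV4-TRBJ2-1 with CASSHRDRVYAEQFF at 5.01% (4.28 to 5.85), TRBV1-TRBJ2-5 with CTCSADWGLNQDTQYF at 4.04% (3.39 to 4.81) and TRBV13-2-TRBJ1-4 with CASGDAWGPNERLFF at 2.94% (2.39 to 3.61). In CD8αβ T cells the largest clonotype paired TRBV4 with TRBJ2-7, had the CDR3 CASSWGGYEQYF and held 91 reads, or 4.92% (4.02 to 6.00). The next were TRBV1-TRBJ1-6 with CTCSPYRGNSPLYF at 2.70% (2.06 to 3.55), TRBV12-2-TRBJ2-1 with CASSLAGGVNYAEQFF at 2.22% (1.64 to 2.99), TRBV16-TRBJ2-4 with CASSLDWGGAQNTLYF at 1.08% (0.701 to 1.66) and TRBV1-TRBJ2-3 with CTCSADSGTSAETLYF at 0.973% (0.616 to 1.53). None of these clonotypes was found in the other library.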

The data obtained shows that the top five TCRβ chain clonotypes were noted in CD8αβ and CD8αα T cells of TG mice, respectively. As seen, the CD8αα T cells exhibit more clonal expansion than CD8αβ T cells (**Figure 6A**). 

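Together, the 5 largest clonotypes held 1253 reads in CD8αα T cells, which was 41.8% of the TCR β-chain reads (95% confidence interval 40.1 to 43.6), and 220 reads in CD8αβ T cells, which was 11.9% (10.5 to 13.4). The difference of 29.9 percentage points was larger than the counting error of the 2 libraries (two-sided Fisher's exact test on reads, p = 4.48e-117). The alternative that moved it most was to take only the largest clonotype of each library, which gave a difference of 17.2 percentage points (p = 3.41e-66, Fisher's exact test). Over the 10 largest clonotypes the shares were 50.1% and 15.7%.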

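TRBV16 (Trbv16, ENSMUSG00000076473.3) lies on chromosome 6 of GRCm38 from 41151740 to 41152230 on the plus strand, where the GENCODE annotation gives a T cell receptor V gene with 2 exons. It was the best V hit of 900 TCR β-chain reads in CD8αα T cells, which was 30.1% (95% confidence interval 28.4 to 31.7), and of 201 reads in CD8αβ T cells, which was 10.9% (9.53 to 12.4). The difference of 19.2 percentage points exceeded the counting error (two-sided Fisher's exact test on reads, p = 2.74e-58, and 6.57e-57 after Benjamini-Hochberg adjustment over 24 V genes). The largest clonotype held 73.7% of the TRBV16 reads of CD8αα T cells. Without the largest clonotype of each library, whichever its V gene, the difference was -1.26 percentage points (p = 0.202, Fisher's exact test). With each clonotype counted once, TRBV16 was carried by 41 of the clonotypes of CD8αα T cells, or 12.2% (9.10 to 16.1), and by 94 of those of CD8αβ T cells, or 10.3% (8.47 to 12.4), a difference that was within counting error (Fisher's exact test on clonotypes, p = 0.355). TRBV5, from 41062332 to 41062803 on the same strand, was the only other V gene with at least 10% of the reads in either library, at 10.7% (9.66 to 11.9) in CD8αα T cells and 1.57% (1.09 to 2.24) in CD8αβ T cells. Its largest clonotype held 72.0% of the TRBV5 reads of CD8αα T cells, and without the largest TRBV5 clonotype of each library, an alternative added later, the shares were 3.26% (2.66 to 3.99) and 1.30% (0.876 to 1.93; Fisher's exact test, p = 1.68e-5).

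**Figure D1:**
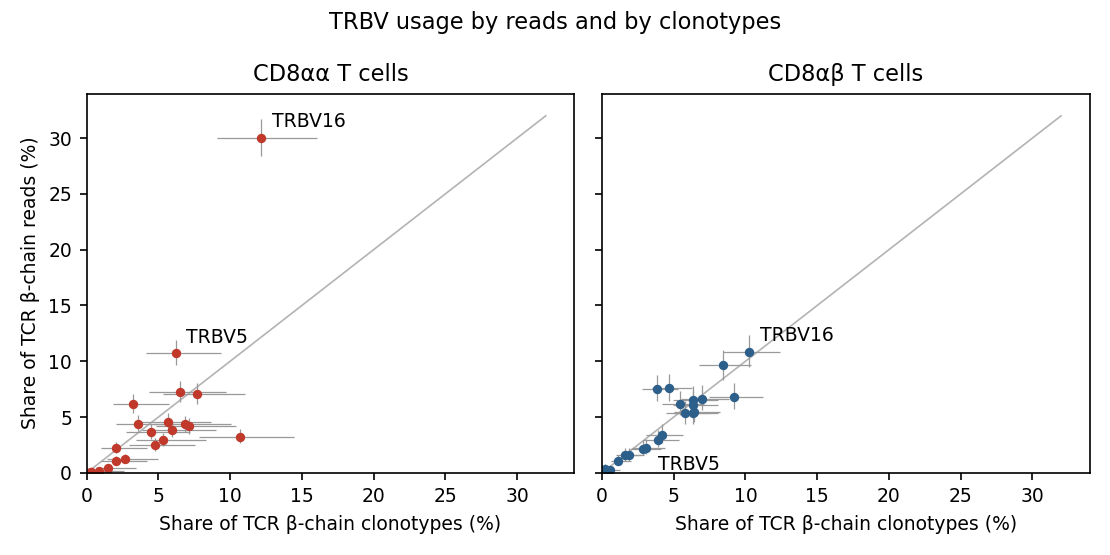
Share of TCR β-chain reads (vertical axis, %) against share of TCR β-chain clonotypes (horizontal axis, %) for each TRBV gene in the CD8αα library (left) and the CD8αβ library (right), with 95% Wilson confidence intervals as bars and the line of equal shares in grey. TRBV16 of CD8αα T cells lies at 12.2% of clonotypes and 30.1% of reads, and TRBV16 of CD8αβ T cells lies near the line.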

We also found that TRBV16 was a predominant clone in CD8αα T cells, which clearly contributes to the skewing profile of TCRs in this subset (**Figure 6B**). However, there was no predominant TRBV family in the clonal TCR β-chain of CD8αβ T cells. In addition, we noticed that TCR β-chain of CD8αα T cells was predominantly found on TRBV16-TRBJ2-1 in count and clonotype and mostly included TRBV16 and TRBJ2-7 (**Figures 6C, D**), which suggest the TCR β-chain V-J pairing is simple and repetitive in CD8αα T cells and is different from CD8αβ T cells. 

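In CD8αβ T cells the V genes with the most TCR β-chain reads after TRBV16 were TRBV12-2 with 178 reads (9.62%, 95% confidence interval 8.36 to 11.1), TRBV1 with 140 reads (7.57%, 6.45 to 8.86) and TRBV4 with 139 reads (7.51%, 6.398 to 8.80). The interval of TRBV12-2 overlapped that of TRBV16, so the order of TRBV16 and TRBV12-2 was not resolved at this depth. In all, 12 V genes each held at least 5% of the reads in CD8αβ T cells, against 5 in CD8αα T cells. The effective number of V genes, which is the reciprocal of the sum of the squared read shares, was 15.2 in CD8αβ T cells and 7.72 in CD8αα T cells. With each clonotype counted once it was 15.9 and 14.7.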

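TRBJ2-1 (chromosome 6 of GRCm38, 41542754 to 41542803) and TRBJ2-7 (41543810 to 41543856) are annotated as T cell receptor J genes with 1 exon each on the plus strand. TRBJ2-1 held 37.3% of the TCR β-chain reads of CD8αα T cells and 13.5% of those of CD8αβ T cells. Without its largest clonotype in each library, an alternative added later, the shares were 19.4% and 11.6%. By clonotypes TRBJ2-1 was at 20.2% and 14.0% (Fisher's exact test, p = 0.00857, and 0.103 after Benjamini-Hochberg adjustment over 12 J genes). TRBJ2-7 held 21.9% and 25.7% of the reads, and 23.1% and 23.5% of the clonotypes. In CD8αα T cells, TRBV16-TRBJ2-1 held 708 TCR β-chain reads, or 23.6% (95% confidence interval 22.2 to 25.2), against 36 reads, or 1.95% (1.41 to 2.68), in CD8αβ T cells (two-sided Fisher's exact test on reads, p = 1.12e-115). The largest clonotype made up 93.6% of the CD8αα reads of this pair, and without the largest clonotype of each library the difference was -0.117 percentage points (p = 0.821, Fisher's exact test). By clonotype, TRBV16-TRBJ2-1 was found 8 times in CD8αα T cells, which was 2.37% (1.21 to 4.61), and 17 times in CD8αβ T cells, which was 1.86% (1.16 to 2.96), with no difference beyond counting error (Fisher's exact test on clonotypes, p = 0.649). TRBV16-TRBJ2-7 was the pair with the most clonotypes in both libraries. It had 11 clonotypes in CD8αα T cells (3.26%, 1.83 to 5.75) and 24 in CD8αβ T cells (2.62%, 1.77 to 3.87), and these shares were not distinguishable either (Fisher's exact test, p = 0.563). By reads, the largest pair of CD8αβ T cells was TRBV4-TRBJ2-7 with 105 reads, or 5.68% (4.71 to 6.82), and no read of this pair was listed in CD8αα T cells. Of 220 V-J pairs compared, 74 differed by reads after Benjamini-Hochberg adjustment of Fisher's exact test and 0 differed by clonotypes, where 5 had an unadjusted p under 0.05. Even the pair with the most clonotypes had 11 and 24, so the clonotype test had little power over 220 pairs. The effective number of V-J pairs by reads was 13.5 in CD8αα T cells and 81.5 in CD8αβ T cells, and by clonotypes it was 84.7 and 117. The number by clonotypes tends to be lower in a shorter list. With 337 clonotypes against 915, part of that gap may come from the length of the lists. The paper proposes from the pairing that V-J use in CD8αα T cells is simple and repetitive.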

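CDR3 length was counted in amino acids, with the conserved first and last residues included. By reads, the most frequent length was 13 aa in CD8αα T cells, with 42.1% of the TCR β-chain reads (95% confidence interval 40.4 to 43.9) against 17.5% (15.8 to 19.3) in CD8αβ T cells. The most frequent length in CD8αβ T cells was 14 aa, with 28.1% of the reads (26.1 to 30.1) against 16.7% (15.4 to 18.1) in CD8αα T cells. The 2 largest clonotypes of CD8αα T cells both had a CDR3 of 13 aa and held 70.8% of the reads of that length. Without these and the 2 largest clonotypes of CD8αβ T cells, the most frequent lengths were 15 aa in CD8αα and 14 aa in CD8αβ T cells. In CD8αα T cells, 595 reads were of 15 aa and 501 were of 14 aa. Of those of 15 aa, 150 belonged to 1 clonotype (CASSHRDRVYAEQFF), so this order depends on that clonotype. The mean length weighted by reads was 13.97 aa in CD8αα T cells and 13.85 aa in CD8αβ T cells. This difference of 0.120 aa kept its direction in 998 of 1000 resamples of the reads, with a 95% interval of 0.0324 to 0.204. With each clonotype counted once, the most frequent length was 14 aa in both libraries, and the mean was 14.05 aa in CD8αα T cells and 13.80 aa in CD8αβ T cells, a difference of 0.244 aa (two-sided permutation test with 100000 resamples, p = 0.0116). CDR3s of 12 aa made up 6.23% (4.11 to 9.34) of the CD8αα and 12.6% (10.6 to 14.9) of the CD8αβ clonotypes (Fisher's exact test, p = 0.00101, and 0.0121 after Benjamini-Hochberg adjustment over the lengths).

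**Figure D2:**
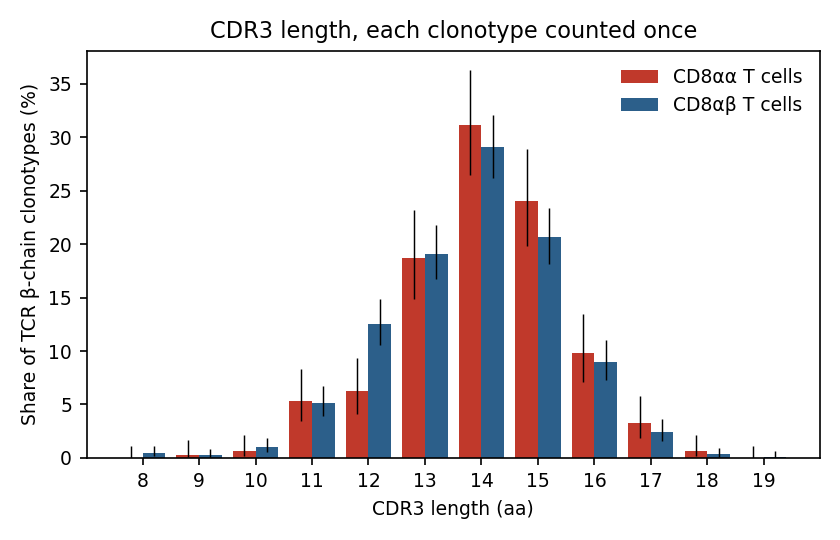
Share of TCR β-chain clonotypes (vertical axis, %) at each CDR3 length (horizontal axis, aa) with each clonotype counted once, for the CD8αα library (red) and the CD8αβ library (blue), with 95% Wilson confidence intervals as bars. Both libraries are highest at 14 aa.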

We found the predominant CDR3 length of TCR β-chain is shorter in CD8αα cells than CD8αβ cells (**Figure 6E**). 

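Shannon's index, with the natural logarithm, was 4.22 over the TCR β-chain clonotypes of CD8αα T cells and 6.34 over those of CD8αβ T cells. Margalef's index, the number of clonotypes less 1 divided by the natural logarithm of the number of reads, was 41.98 and 121. Simpson's reciprocal index, which is 1 divided by the sum of the squared read shares, was 15.8 and 188. Each index was lower in CD8αα T cells in all 1000 resamples of the reads. These resamples carry fewer clonotypes than the libraries themselves, so the number of resamples with the same direction is given in place of an interval. With CD8αα T cells rarefied to the 1850 reads of CD8αβ T cells, the differences between CD8αα and CD8αβ T cells were -2.16 for Shannon's, -83.8 for Margalef's and -172 for Simpson's reciprocal index. The alternative that moved Margalef's index most was to keep clonotypes with at least 2 reads, with a difference of -25.4 against -79.5. For Simpson's reciprocal index the difference was -269 without the largest clonotype of each library, against -172. It was -84.5 with at least 2 reads and -41.0 over the TCR α-chain.

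**Figure D3:**
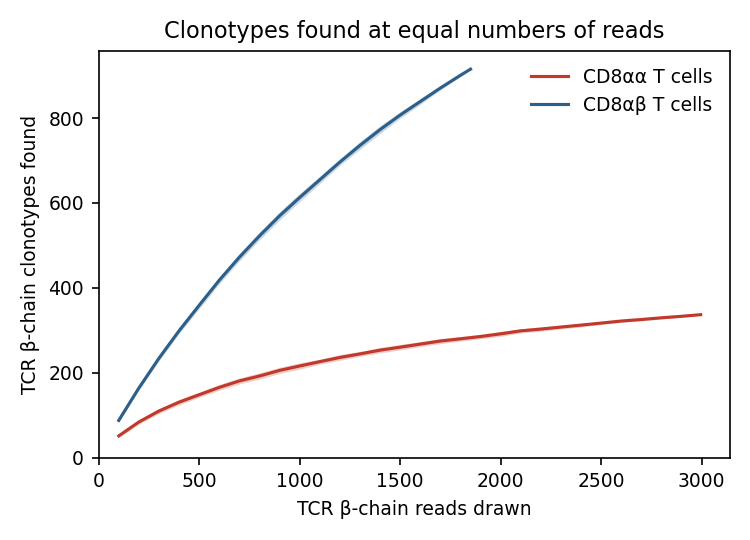
Mean number of TCR β-chain clonotypes found (vertical axis) in random draws of a given number of TCR β-chain reads (horizontal axis) from the CD8αα library (red) and the CD8αβ library (blue), over 100 draws, with the SD of the draws as a shaded band. At 1800 reads, 280 clonotypes were found in CD8αα T cells and 901 in CD8αβ T cells.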

We also performed three evaluation indices for the diversity of TCR β-chain repertoire, including Shannon’s index (**Figure 6F**), Margalef’s index (**Figure 6G**) and Simpson’s Reciprocal index (**Figure 6H**). 

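Counted from the largest clonotype down, 10 clonotypes of CD8αα T cells and 190 clonotypes of CD8αβ T cells were needed to reach 50% of the TCR β-chain reads. Clonotypes with 1 read made up 31.8% of the clonotypes in CD8αα T cells and 57.4% in CD8αβ T cells. Good's coverage, which is the share of reads that do not belong to clonotypes seen once, was 96.4% and 71.6%, so by this measure the list of CD8αβ clonotypes was further from complete. Reads are not independent molecules, and repeated reads of 1 molecule would raise this coverage. Immunoglobulin clonotypes also had more reads each in the CD8αα library, at a mean of 4.77 against 2.44. The median number of reads for each clonotype was 2 in CD8αα T cells and 1 in CD8αβ T cells. The paper reasons from the share of the largest clonotypes, the use of TRBV16 and its V-J pairs, the CDR3 length and the diversity indices together to its statement on the clonality of CD8αα T cells.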

All data obtained indicates that the TCRs of CD8αα T cells are skewed towards an oligoclonal profile. We interpret these data to indicate that perhaps autoantigen-specific CD8αβ T cells expand clonally, simultaneously down-regulate CD8β chain and differentiate into CD8αα T cells (22), possibly by a superantigen-driven mechanism.

**Figure 6:**
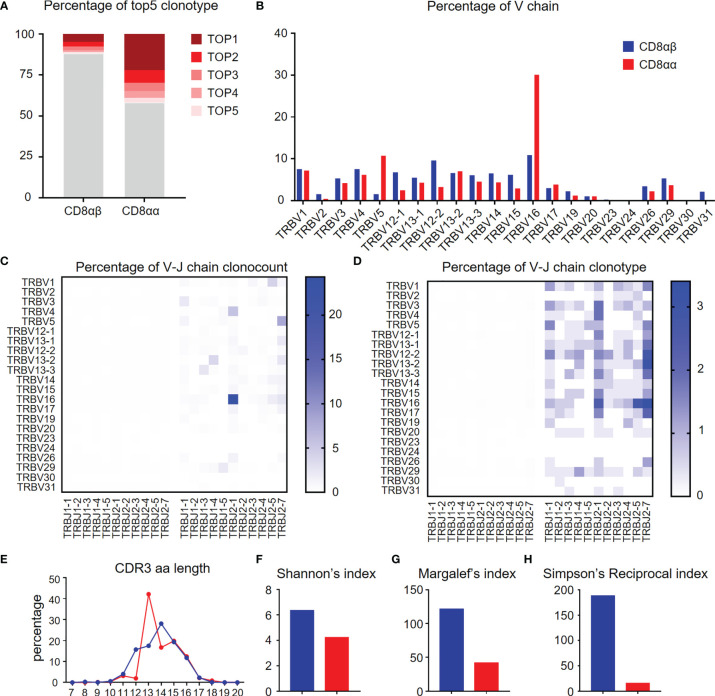
Diversity of TCR repertoire of hepatic CD8αα and CD8αβ T cells of TG mice. **(A)** Percentage of the top 5 TCR β-chain clonotypes in CD8αβ and CD8αα T cells from TG mice. **(B)** Frequency of functional V chains in CD8αβ and CD8αα T cells from TG mice. **(C, D)** Heat-maps of TCR β-chain V-J pairing usages in count (left) and type (right) for CD8αβ (left) and CD8αα (right) cells from TG mice. **(E)** CDR3 repertoire amino acid (AA) length distribution of TCRβ chain in CD8αβ and CD8αα cells from TG mice. **(F–H)** Diversity index of TCR β-chain repertoires in CD8αβ and CD8αα cells from TG mice, including Shannon’s index **(F)**, Margalef’s index **(G)** and Simpson’s Reciprocal index **(H)**.

## Discussion

PBC is a classic autoimmune liver disease, which is characterized by various clinical manifestations. To date, UDCA treatment remains the mainstream therapy for these patients. However, for reasons unclear, 20-40% of patients with PBC do not respond to such therapy. Although the outcome from clinical applications of traditional immunosuppressive therapies and other immune-based therapies such as rituximab, ustekinumab, NI-0801 and abatacept has been disappointing, we submit that the efficacy of novel immune modulation therapies needs further investigation (23). Previous studies mostly focused on low-throughput screening assays, in part limiting our understanding of the molecular mechanism behind the disease (18). It is reasoned that the availability of high-throughput screening assays, provides unique tools to advance our knowledge on the pathogenesis of this disease. In the present study, we utilized single-cell RNA sequencing technology to dissect the complex immune microenvironment in dnTGFβII mice, a well-recognized animal model of PBC, with the goal to refine our knowledge on the pathogenesis of autoimmune cholangitis.

In the present study, we used high-throughput single-cell RNA sequencing to show the heterogeneity of hepatic pathogenic CD8^+^ T cells in the murine model of human PBC. The results obtained indicate there may be a new differentiation pathway of CD8^+^ T cells within the liver. It is generally believed that CD8^+^ Tnaive cells become activated and differentiate into central memory CD8^+^ T cells following encounter with its cognate antigen, and then differentiate into effector memory CD8^+^ T cells (24). However, the pseudotime trajectories analysis of hepatic CD8^+^ T cells showed a divergence in effector memory cells. Not all effector memory CD8^+^ T cells proliferate. We submit that there is a small subset of CD8αβ T cells that downregulate CD8β and differentiate into CD8αα T cells, that have a TCR repertoire that seems oligoclonal and more simple and repetitive (**Figures S1A**–**C**).

CD8αα T cells were all effector memory (CD44^+^CD62L^-^) cells in TG mice. Surface antigen expression and transcriptome modules were assessed to characterize phenotype and functional features. Results of the studies reported herein show that CD8αα T cells to some extent play an unusual role in the pathogenesis of autoimmune cholangitis. Here, we isolated the top 10 genes that were remarkably upregulated or down-regulated in CD8αα T cells of TG mice. These genes to some extent provided us with a platform to speculate their effect in PBC pathogenesis and provide clues for future research. The highlights of the results include the findings that a) these CD8αα T cells are activated and may exert cytotoxic function during chronic disease progression b) These cells show a marked up-regulation of genes such as Gzmb, and IL2rb consistent with our view of a role for these cells in the pathogesis of this disease. It is well-known that high-doses of IL-2 can activate effector T cells to promote autoimmunity, which could result in the occurrence of autoimmune diseases, while low-doses of IL-2 can promote the development of a function that serves to control immune responses and maintain self-tolerance (25, 26). IL-2, also recognized as T cell growth factor, plays a pivotal role in the development, proliferation, survival, and differentiation of T cells. IL-2 is secreted from many immune cells such as T cells, activated dendritic cells (DCs), and NK cells, and performs its biological function *via* interacting with IL-2 receptors (IL-2Rs) (27, 28). In fact, IL-2R is a complex, consisting of three subunits: I IL-2Rα (CD25), IL-2Rβ (CD122) and IL-2Rγ (CD123). These subunits can, through different combinations, form three diverse receptors with different affinity for IL-2: low affinity receptor (IL-2α), intermediate affinity receptor (IL-2β and IL-2γ) and high affinity receptor (IL-2α, IL-2β and IL-2γ). CD8^+^ T cells and NK cells both express the intermediate affinity receptors, which mainly consists of two subunits, IL-2β and IL-2γ. Under the stimulation by cognate antigens, CD8^+^ T cells express the intermediate affinity receptors by high-dose IL-2 stimulation and exert their cytotoxic effects to promote the immune response. In addition, there are three key pathways that become activated upon the combination and interaction of IL-2 and IL-2R and include the JAK-STAT, PI3K/AKT/mTOR and MAPK/ERK pathways. These signaling pathways are very important factors for the differentiation, activation, survival, and proliferation of immune cells (25).

In addition, analysis of CDR3 length diversity and clonotype can be used to define the extent of clonal expansion within the TCR repertoire. The TCR β-chain CDR3 complex decreased in CD8αα T cells. Moreover, the top 5 clonotypes accounted for more than 40% of CD8αα T cells. Also, the V-J chain re-arrangement of CD8αα T cells were more simply and repetitive. These data collectively indicate that CD8αα T cells may be auto-responsive cells and could be activated and proliferate while encountering the autoantigen. In contrast to CD8αα T cells, the other subpopulation of CD8αβ T cells in terminal state of differentiation trajectory seems to be more focused on proliferation. The terminally differentiated CD8αβ T cells are enriched in glycolysis and phosphorylation, upregulated glycolysis related genes (*Eno1* (Enolase 1), *Hk2* (Hexokinases2), *Tpi1* (Triosephosphate Isomerase), *Ldha* (Lactate dehydrogenase A/B)) and ATP synthesis related genes (*Sdha/Sdhb* (Succinate dehydrogenase complex subunit A), *Ndufs7* (NADH: Ubiquinone Oxidoreductase Core Subunit S7), *Cox5a* (Cytochrome C Oxidase Subunit 5A)) to produce significant amounts of energy for proliferation. Furthermore, the terminally differentiated CD8αβ T cells showed an upregulation of lipid metabolism associated pathways that included the fatty acid metabolism and cholesterol homeostasis (**Figures S2A**–**C**), to provide intermediary metabolites for proliferation.

In addition, we had analyzed the relationship between hepatic CD8^+^ Trm (Tissue resident memory T cells) and CD8αα/CD8αβ and the results were included in the supplementary materials (i.e., **Figure S3**). In general, most of CD8αα Tem in TG mice had the phenotype of hepatic CD8^+^ Trm. However, only a small population of CD8αβ Tem resembled CD8^+^ Trm. We compared the upregulated genes (*Cxcr6*, *Itga1* and *Cxcr3*) and downregulated genes (*Klf2*, *Tcf7* and *S1pr1*) of hepatic CD8^+^ Trm in subpopulations of CD8^+^ Tem from TG mice (**Figure S3A**). The result suggests that the CD8αα Tem and activated CD8αβ Tem may resemble Trm. We also found the functional genes (like *Gzmb* and *Ifng*) and core transcription factors (*Notch1*, *Zfp683*(Hobit), *Prdm1*(Blimp-1), *Rbpj* and *Nr4a1*) of CD8^+^ Trm were mainly expressed in CD8αα Tem (**Figure S3B**). Moreover, we calculated the score of geneset (29) related to Trm phenotype and enriched in CD8αα Tem and activated CD8αβ Tem (**Figure S3C**). Based on the above results, we believed that hepatic CD8αα Tem cells in TG mice were tissue resident, and only activated Tem cells in CD8αβ Tem were similar to Trm. A recent staining study of clinicopathological tissues hinted that emperipolesis mediated by CD8^+^ T cells appears to be relevant to apoptosis of BEC, which may aggravate the further injury of interlobular bile ducts (30). In addition, a study reported that antigen-specific CD8^+^ T cells, which contact with hepatocytes, can control bile acid metabolism in a murine model of cholangitis, and that these effects partly depend on TNF and IFN-γ (31). As analyzed in our study, most hepatic CD8αα T cells in TG mice were effector memory like and had strong ability to produce IFN-γ (**Figures S4A, B**), suggesting that these cells may aggravate inflammation and/or reduce levels of unconjugated bile acids in the liver by IFN-γ at the same time. Moreover, a study found that patients with PBC also showed a markedly increased TIGIT^+^CD8^+^ T cells than the DCs (age- and sex- matched disease controls) and HCs (healthy controls) in peripheral blood. The expression of TIGIT was significantly increased in HLA-DR^+^CD8^+^ T cells compared with HLA-DR^-^CD8^+^ T cells (32), consistent with a previous research which found that the TIGIT upregulation might inhibit over-activated CD8^+^ T cells. We also had detected the high expression of TIGIT on CD8αα T cells in TG mice (**Figure S4C**), which may indicate these cells were over-activated by autoantigen to damage tissue and increase inflammation

In conclusion, we submit that our studies for the first time has led to the detection of a new differentiated trajectory of TCRαβ^+^ and CD8αα T cells in the liver of the murine model of human PBC by single-cell RNA sequencing. We found this subset of cells possesses an active and cytotoxic phenotype. We further discovered that they may have specificity for a restricted number of epitopes perhaps expressed by a similar group of antigens, which may introduce a new character participating in the PBC pathogenesis. In addition, we found a proliferation sub-population in CD8αβ effector memory T cells, which may explain the increased of CD8^+^ Tem in liver of TG mice. Further studies on the role of CD8^+^ T cells in autoimmune cholangitis will contribute our understanding of its pathogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE186333.

## Ethics Statement

The animal study was reviewed and approved by Guide for the Care and Use of Laboratory Animals, South China University of Technology or University of Science and Technology of China.

## Author Contributions

Z-XL, XZ, MG, and Z-BZ designed the experiments. YH and Z-HB carried out most of the experimental work, analyzed data and wrote the manuscript. S-YY, Y-QY and C-BW contributed to some experiments. LL, AA and MG edited and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

Financial support was provided by the National Key R&D Program of China (2017YFA0205600), Program for Guangdong Introducing Innovative and Enterpreneurial Teams (2017ZT07S054), the National Natural Science Foundation of China (82120108013, 81901652, 81801607), State Key Laboratory of Pathogenesis, Prevention, Treatment of Central Asian High Incidence Diseases Fund, China (SKL-HIDCA-2021-7), and CAMS Innovation Fund for Medical Sciences (2021-I2M-1-005).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

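Hepatic CD8αα and CD8αβ T cells of TG mice were sorted and their RNA was sequenced in bulk, with 1 library for each cell type. The authors assembled clonotypes with MiXCR (version 3.0.12) and deposited, for each clonotype, a count of reads without normalization. The authors also deposited the fraction of each clonotype, which equals its count divided by all reads listed for the library over all chains. The reference library, the read filters and the MiXCR command are not named in the paper's text, and the number of mice behind each library is not named there either.

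From the deposited counts, clonotypes whose best V and J hits both belonged to the TCR β-chain were taken, and shares were computed over TCR β-chain reads and not over all chains. A clonotype was an entry of the deposited list, which is a nucleotide CDR3 sequence with its best V and J hits. Only productive clonotypes were to be used, and since the lists held no other, this choice removed none. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. Shares are given with 95% Wilson confidence intervals, and the floor is 3 reads. Shares of reads and of clonotypes were compared by two-sided Fisher's exact tests, mean CDR3 length over clonotypes by a permutation test with 100000 resamples, and the read-weighted length and the diversity indices by 1000 resamples of the reads of each library. Tests over V genes, J genes, V-J pairs and CDR3 lengths were adjusted by the Benjamini-Hochberg method, and the threshold was 0.05. Segment coordinates were taken from the GENCODE annotation of GRCm38, since the clonotype lists give none.

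The statistics were tested on simulated data. Fisher's exact test called 59 of 1000 simulated pairs without a true difference and 968 of 1000 with a difference of 5 percentage points. Its simulated reads were drawn independently, whereas the real reads fall into expanded clonotypes without molecular identifiers. The rate of false calls by the read tests on the real libraries was therefore not tested. The length test called 11 of 200 pairs without a true difference and 200 of 200 with a shift of 1 aa. A shift as small as the observed 0.244 aa was not simulated. All 20 planted sequencing errors were merged. In pairs drawn from the same community, Margalef's index after rarefying was higher in the deeper library in 105 of 200 pairs.

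The tests and alternatives were set before the data were examined, other than those described as chosen later, added later or not listed beforehand. The genes and clonotypes to be named were also set before. They were the segments named in the paper (TRBV16, TRBJ2-1 and TRBJ2-7), the 5 largest TCR β-chain clonotypes of each library, V genes with at least 10% of the reads in either library, the largest V-J pair of each library, the largest TCR α-chain clonotype of each library and the TCR α-chain pairs of invariant NKT and MAIT cells. TRBV12-1, TRBV12-2 and TRBV1 were named after their values had been seen, as were the CDR3 lengths singled out. The tests over all V genes, J genes, V-J pairs and CDR3 lengths were not among the tests listed beforehand. The alternatives were other definitions of a clonotype, a minimum of 2 reads, rarefying both libraries to 1850 reads over 100 draws, merging CDR3s that differ by 1 nucleotide from a clonotype with at least 10 times the reads, and leaving out the largest clonotype of each library or the clonotypes found in both. For some results the number of largest clonotypes, the receptor chain, the V genes, the treatment of tied V hits or the base of the logarithm was also changed. The single-cell, flow cytometry and transfer experiments were not analysed here.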

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

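The paper analysed the TCR β-chain, and the lists also hold other chains. Except for the comparison of the 5 largest TCR α-chain clonotypes, the tests named in these paragraphs were chosen after the results had been seen, and with 1 library for each cell type none of the patterns can be told apart from a difference between mice, sorts or library preparations.

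TCR γ-chain clonotypes held 432 reads in CD8αα T cells, which was 7.04% of all listed reads (95% confidence interval 6.43 to 7.71), and 18 reads in CD8αβ T cells, which was 0.560% (0.354 to 0.883), both above the smallest share that 3 reads can show (0.0489% and 0.0933%). The share was 12.6-fold higher in the CD8αα library (Fisher's exact test on reads, p = 3.24e-58). The signal was spread over 95 clonotypes, and the largest held 7.87% of the TCR γ-chain reads, so 1 expanded clonotype does not account for it. The difference of 6.48 percentage points was 9.40 with each clonotype counted once and 6.35 with at least 2 reads, both alternatives added later. A candidate explanation is that the sorted CD8αα fraction held γδ T cells. There were 0.0417 TCR δ-chain reads for each TCR γ-chain read in the CD8αα library, against 0.451 TCR α-chain reads for each TCR β-chain read, but how well each chain is recovered is not known. In the CD8αβ library there were 0.389 TCR δ-chain reads for each TCR γ-chain read. Of the 11 TCR γ-chain clonotypes of the CD8αβ library, 4 were also in the CD8αα library. These 4 held 44.4% of the TCR γ-chain reads of the CD8αβ library, and the source of this sharing was not tested. The share of clonotypes with a TCR δ-chain J segment was 0.293% of listed reads (0.186 to 0.463) in the CD8αα library and 0.218% (0.106 to 0.449) in the CD8αβ library, so it did not rise with the TCR γ-chain (Fisher's exact test, p = 0.674), which goes against added γδ T cells as far as 18 and 7 reads can show. TCR γ-chain RNA in αβ T cells was not tested and remains open.

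Immunoglobulin clonotypes held 21.8% of all listed reads in the CD8αα library (20.8 to 22.8) and 13.7% in the CD8αβ library (12.5 to 14.9), a difference of 8.10 percentage points (Fisher's exact test, p = 4.37e-22). The largest of the 280 immunoglobulin clonotypes of the CD8αα library held 1.87% of its immunoglobulin reads, so an expanded clonotype is not behind the share. Reads crossing between the libraries would also have put the largest TCR β-chain clonotypes in both, and 0 of the 10 largest of each library were found in the other, which goes against crossing reads as the source of the immunoglobulin clonotypes found in both. Of the heavy-chain clonotypes of the CD8αβ library, 2.35% were also in the CD8αα library, among them the largest one, with 10 reads against 4. No share expected from crossing reads was computed, so this value alone decides nothing. Sharing was higher for the light chains, at 28 of 88 kappa clonotypes, with 33.01% of the kappa reads, and 4 of 7 lambda clonotypes, with 65.4% of the lambda reads. RNA from other cells in the sorted fractions could also give such reads, and since the lists hold receptor chains only, this was not tested. No biological explanation was tested.

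Over the TCR α-chain, the 5 largest clonotypes held 37.0% of 1352 reads in CD8αα T cells (34.4 to 39.6) and 18.8% of 892 reads in CD8αβ T cells (16.4 to 21.5), a difference in the same direction as for the TCR β-chain (Fisher's exact test, p = 8.75e-21). The largest was TRAV13D-2-TRAJ13 with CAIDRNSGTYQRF at 18.5% (16.5 to 20.6) in CD8αα T cells, whose V hit tied with TRAV13N-2, and TRAV19-TRAJ57 with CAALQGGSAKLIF at 11.2% (9.30 to 13.4) in CD8αβ T cells. Rarefying both to 892 reads gave a higher share in CD8αα T cells in 100 of 100 draws, but such a share hardly moves with random draws, so an effect of depth was not tested by it. A clonal expansion that carries both chains is a hypothesis that these lists, which do not pair the chains, cannot test.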

How the results depend on the processing

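Of the comparisons of TCR β-chain results between CD8αα and CD8αβ T cells under the alternatives, TRBV5 not included, 87 kept their direction and their side of the threshold, and so did the 4 made over the TCR α-chain. The difference in the share of the 5 largest clonotypes stayed between 17.2 and 34.4 percentage points over its 10 alternatives, and Shannon's, Margalef's and Simpson's reciprocal index stayed lower in CD8αα T cells under each of theirs. Rarefying could not have changed this for Margalef's index, since CD8αα T cells had the deeper library. The TRBV16 share of clonotypes stayed within counting error under its 7 alternatives (Fisher's exact p from 0.112 to 0.411), and the mean CDR3 length stayed longer in CD8αα T cells by clonotypes (0.243 to 0.332 aa) and by reads (0.116 to 0.437 aa, the latter under an alternative added later).

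Without the largest clonotype of each library, the difference in TRBV16 reads was -1.26 percentage points against 19.2, and that in TRBV16-TRBJ2-1 reads was -0.117 against 21.7, so neither excess in reads was seen without the largest clonotype of CD8αα T cells, which carries this pair. The most frequent CDR3 length was still shorter in CD8αα T cells under that alternative (difference of -1 aa), but in 563 of 1000 resamples only. With each clonotype counted once the difference was 0 aa, and without the 2 largest clonotypes of each library it was 1 aa, longer in CD8αα T cells. That longer length depends in turn on 1 CD8αα clonotype of 15 aa with 150 reads. The last 2 alternatives were added after the values had been seen. By clonotypes, 1 V gene (TRBV5) differed after adjustment. With at least 2 reads 0 did (the adjusted p of TRBV5 was 0.125 and its unadjusted p 0.00569), and with clonotypes merged by amino acid CDR3 alone 2 did (TRBV5 and TRBV12-1). The cause was not tested.

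For values of a single library, 43 were counted as moved and 221 were not. The 43 include values without an interval of their own, such as Shannon's index with logarithm base 2, which is a change of unit. They also include the shares of the largest and of the 10 largest clonotypes, which are other quantities. The differences in TRBV5, TCR γ-chain and immunoglobulin shares kept their direction and an unadjusted p under 0.05 in the 20 values run for them. Those for the TCR γ-chain and immunoglobulin all came from alternatives added after the values had been seen. Without the largest TRBV5 clonotype of each library, also an alternative added later, the difference in TRBV5 reads fell from 9.15 to 1.955 percentage points, and TRBV5 lost its adjusted call with at least 2 reads. Including non-productive clonotypes gave no values, since none is listed. Merging near-identical CDR3s joined 1 clonotype in each library, and therefore could hardly move any result. The CD8αβ library had the lower depth for the number of its clonotypes, which limits its Margalef's index and the detection of clonotypes shared with CD8αα T cells. No paired analysis was possible because there is 1 library for each cell type.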

Differences from the paper's values

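The paper's values were read from its figures, except the share of the 5 largest clonotypes of CD8αα T cells. For that share its text gives only a lower bound of 40%. These values covered the share of the 5 largest clonotypes, the TRBV16 share of reads, the most frequent CDR3 length's share of reads and the diversity indices. They did not differ from the values computed here by more than 1.5 times with all TCR β-chain clonotypes. The V-J shares of Fig. 6C and Fig. 6D were not compared as numbers.

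The paper names TRBV16-TRBJ2-1 as predominant in CD8αα T cells in clonotypes as well as in count. By clonotypes it ranked 5 in CD8αα T cells, with 8 clonotypes, and TRBV16-TRBJ2-7, whose segments the paper also names for CD8αα T cells, ranked 1 with 11. The paper proposes that the V-J pairing differs from that of CD8αβ T cells. By reads, 74 of 220 pairs differed after Benjamini-Hochberg adjustment of Fisher's exact test. The effective number of V-J pairs by reads was 13.5 in CD8αα and 81.5 in CD8αβ T cells. By clonotypes, 0 pairs differed after adjustment, and TRBV16-TRBJ2-7 ranked 1 in CD8αβ T cells too. No pair had more than 11 clonotypes in CD8αα T cells, so the clonotype test over 220 pairs had little power. Its count of 0 therefore decides little about the pairing. In the CD8αβ part of Fig. 6C and Fig. 6D, read by eye, every pair is near the bottom of the color scale, whereas TRBV4-TRBJ2-7 held 5.68% of the reads and TRBV16-TRBJ2-7 held 2.62% of the clonotypes of CD8αβ T cells. The paper gives a shorter predominant CDR3 length in CD8αα T cells. The most frequent length by reads was 13 aa against 14 aa, but the mean was longer in CD8αα T cells, at 13.97 aa against 13.85 aa, and by clonotypes the most frequent length was 14 aa in both.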

Other observations

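Tests of TRBV5, of the 2 largest clonotypes in the CDR3 length and of the complexity of the library were chosen after the results had been seen. The other tests were set before.

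Without the largest TRBV16 clonotype of each library, TRBV16 held 10.2% of the TCR β-chain reads of CD8αα T cells and 9.89% of those of CD8αβ T cells (Fisher's exact test, p = 0.795). In this library the excess in TRBV16 reads was therefore not seen without that TRBV16-TRBJ2-1 clonotype. A share at or below that of CD8αβ T cells had been set beforehand as the outcome for an effect of 1 clonotype, and the remaining share was above it within counting error. No difference in the share of clonotypes had been set beforehand as the outcome against an expansion of many TRBV16 clonotypes, and none was seen (p = 0.355, Fisher's exact test on clonotypes), but this share leaves clone size out and cannot show whether many expanded. Whether the clonotype recurs in other mice cannot be told from 1 library.

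A shorter read-weighted mean was to be tested against the largest clonotype, but the mean was not shorter in CD8αα T cells to begin with, and without the largest clonotypes the difference was 0.299 aa, so that test decides nothing. The shorter most frequent length may come from 2 expanded clonotypes of 13 aa, since without the 2 largest clonotypes of each library the difference was 1 aa in the other direction and the 13 aa share of CD8αα T cells fell to 17.5%, against 19.0% in CD8αβ T cells. The other direction depends on 1 further CD8αα clonotype of 15 aa (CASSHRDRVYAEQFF, 150 reads), so it does not show a longer most frequent length.

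CD8αα T cells had the deeper library, and more reads can only add clonotypes, so rarefying could not have shown that depth lowers their diversity, and the lower Margalef's index in 100 of 100 rarefied draws, set beforehand as the outcome against depth, decides nothing. Sequencing errors counted as clonotypes were tested by merging near-identical CDR3s, after which the difference was -79.5, but since 1 clonotype in each library was merged, the test decides little and errors of other kinds cannot be told apart from the pattern. If the whole CD8αα library were of low complexity, its immunoglobulin clonotypes would also be fewer at equal reads. At 440 reads there were 189 ± 5.87 (SD over 100 draws) immunoglobulin clonotypes in the CD8αα library against 180 in the CD8αβ library, and fewer in 6 of 100 draws, while TCR β-chain clonotypes numbered 139 and 324. Immunoglobulin reads may come from other cells, so this comparison cannot show how many T cells the CD8αα library sampled. The number of cells sorted is not named in the paper's text. A narrower TCR repertoire in the CD8αα library is a hypothesis that remains, with no replicate to test it.

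The paper does not discuss TRBV5. It was carried by 21 clonotypes of CD8αα T cells (6.23%, 95% confidence interval 4.11 to 9.34) and 17 of CD8αβ T cells (1.86%, 1.16 to 2.96). This was the V gene whose share of clonotypes differed after adjustment over 24 V genes (adjusted p = 0.00593, Fisher's exact test). Rarefying to equal reads hardly moved the difference, at 4.34 percentage points against 4.37 (median Fisher's exact p = 0.000386). After merging near-identical CDR3s the Fisher's exact p was 0.000245, but too few clonotypes were merged to rule out sequencing errors, and with at least 2 reads the adjusted p was 0.125. Preferential use of TRBV5 by many CD8αα clonotypes may be worth testing in further mice, and a difference between individual mice cannot be told apart from it here.

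The paper proposes that CD8αβ T cells lose CD8β and become CD8αα T cells. Of the TCR β-chain clonotypes, 3 were found in both libraries with the same nucleotide CDR3, V and J, holding 1.10% of the reads of CD8αα T cells and 0.432% of those of CD8αβ T cells. None was among the 5 largest of either library. Each had fewer reads than the floor of 3 in at least 1 library. Their reads in CD8αα and CD8αβ T cells were 29 and 2, 2 and 5, and 2 and 1. For the largest CD8αα clonotype, 0 reads in CD8αβ T cells leave an upper 95% limit of 0.207%. Reads crossing between the 2 libraries would have put the largest clonotypes in both, and 0 of the 10 largest clonotypes of each library were found in the other. Over the TCR α-chain 0 clonotypes were found in both. At the coverage of the CD8αβ library (71.6%), small shared clonotypes could be missed. Whether both libraries came from the same mice is not stated, so the low sharing cannot decide on the change that the paper proposes.

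No read of either library had TRAV11 with TRAJ18, the invariant NKT pair, or TRAV1 with TRAJ33, the MAIT pair, where 3 reads would be 0.222% of the TCR α-chain reads of CD8αα T cells and 0.336% of those of CD8αβ T cells.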
